A study of Mus musculus with 8 samples.

How the data were processed

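RNA was sequenced from satellite cells of mice aged 2 months in 8 libraries, 2 each from PFA-perfused, PBS-perfused, unperfused and injury-activated muscle. Per the labels, cells were taken as Vcam-positive and negative for CD31, CD45 and Sca-1. RNA of fixed cells was purified with a kit for paraffin-embedded tissue and RNA of unfixed cells with a kit for small samples, cDNA was made with SMART-Seq v4, sheared, and built into libraries with an Ovation Ultralow kit. The genotype label was Pax7-nGFP for the PFA-perfused and PBS-perfused libraries and wild type for the other two groups. The design text names 2 sequencers, without saying which library went on which, while the labels name 1 for all, so a difference between sequencers could not be tested.

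The authors deposited 1 table of 24328 gene symbols by 8 libraries. Its header names no unit. The values deposited by the authors were taken as FPKM (fragments scaled to transcript length and to the mapped fragments of the library), because they hold decimals, their totals of 461454 to 582336 differ between libraries, which those of TPM would not, and the named software writes this unit. Per the submitters' processing notes, reads were processed with STAR 2.5.3a, StringTie 1.3.3 and R 3.4.1 against mm9, without roles or settings. No scaling between libraries was stated. The table holds no counts, so the depth of each library is unknown, and no interval for counting error could be given. No coordinates are given, because the genome build of the files differs from that of the annotation at hand. Of the symbols, 3828 were at 0 in every library.

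Values were analysed as log2(FPKM + 1) without further scaling. Genes of at least 1 FPKM in at least 2 libraries were kept, which left 12515. All 8 libraries entered 1 linear model in limma 3.58.1 under R 4.3.3, with the variance trend on mean level and no covariate, and 5 contrasts of group means were tested. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, two-sided. Of the fixed 26 gene lists with 559 members, 25 had at least 5 measured members and were tested in the 5 comparisons with camera at a preset correlation of 0.01. The 125 p-values were adjusted together, and camera was repeated with the correlation estimated from the residuals. Counts adjusted over the list alone come from an adjustment within each list. The calls shared by PBS-perfused and unperfused cells against the same PFA-perfused libraries were set beside 100 simulations of unchanged groups. These choices, the lists and the comparisons were fixed before the data were examined.

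Genes named in the text followed a rule fixed before the data were examined. In 3 comparisons the 8 largest rises and 8 largest falls were taken among called genes with a mean of at least 10 FPKM in the higher group and no overlap between the libraries of both groups, and in the other 2 comparisons 4 of each. The anchor genes Pax7, Myf5, Myod1, Myog, Calcr, Vcam1, Spry1, Hes1, Fos, Jun, Egr1, Atf3, Mki67, Ccna2 and Dek were added, with up to 4 called members per list by size of change. Part of this set is printed. Malat1, Mir17hg and the genes of the closing observations were chosen after their values were seen, although some of these, such as Mirg, Sdc4 and Gapdh, also met the rule.

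The alternatives were the replicate number as a covariate, a fit of only the 2 groups compared, no filter on low values, a filter of 5 FPKM, a pseudocount of 0.1, scaling by the trimmed mean of ratios (trims of 0.3 for ratio and 0.05 for level), quantile normalization, a log2 fold change beyond 1, and each library left out in turn. Chosen after the data had been seen were a correction for GC content and transcript length (natural splines with 5 degrees of freedom, fitted per library to the 99.4% of tested genes with both properties), a split of the 2 control libraries, the removal of Rn45s and Malat1 with rescaling, and the averaging of both injury-activated libraries to 1. Lists matched on GC content, length and mean level were drawn 10000 times from the 30 nearest genes of each member. GC content and length came from GENCODE M21 transcripts on GRCm38, matched by gene symbol, while the reads had been processed on mm9, so the correction and the matched lists rest on models of another build. A second endothelial list of 20 genes was written after the first had risen and before the values of its members were looked at, and a permutation test over 8 marker lists was added after the data had been seen. Where a library is left out, the lone library of its group is assumed to vary like the other groups.

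The test was checked on simulated data with 200 changed genes among 12515, at the noise estimated by the fit, for PBS-perfused against PFA-perfused. It found 47% of changes of 1 and 99% of changes of 2 on the log2 scale, with 5.4% of calls false. The data called 8008 genes in this comparison, and the cutoff of the adjustment depends on how many genes change. These percentages therefore hold for the simulated case and do not describe the reported test. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.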

Results

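RNA was measured by sequencing in satellite cells, the stem cells of skeletal muscle, sorted from mice of 2 months as Vcam-positive cells negative for CD31, CD45 and Sca-1. The 8 libraries formed 4 groups of 2. PFA-perfused cells came from mice perfused with paraformaldehyde, so that the tissue was fixed before the muscle was taken apart. PBS-perfused cells came from mice perfused with buffer, unperfused cells from mice without perfusion, and injury-activated cells from muscle 2.5 days after injury. Values were FPKM for 24328 gene symbols, of which 12515 reached 1 FPKM in at least 2 libraries and were tested. FPKM summed to between 461454 and 582336 per library. No read counts were used, so the depth behind each value is unknown. The labels do not say whether the libraries of a group came from separate animals, so p-values measure only the spread between these libraries, which may be technical. Across genes, the libraries of a group correlated at r = 0.979 (PFA-perfused), 0.972 (PBS-perfused), 0.981 (unperfused) and 0.997 (injury-activated). Fold changes are log2 differences of FPKM + 1, given ± SE, and understate the change of genes at low levels. Levels are mean FPKM ± SD with n = 2.

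Rn45s, the ribosomal RNA precursor, and Malat1, a nuclear long non-coding RNA, took shares of the values that differed between groups. Rn45s made up 9.80 and 19.4% of total FPKM in the PFA-perfused libraries, 0.893 and 6.64% in the PBS-perfused, 0.0285 and 0.0266% in the unperfused and 0.356 and 0.363% in the injury-activated libraries. Malat1 made up 7.43 and 6.86%, 6.71 and 7.38%, 1.25 and 1.16%, and 0.0796 and 0.0666% in the same order. The values carried no further scaling in the main test. Scaling by the trimmed mean of ratios moved the median log2 fold change of all tested genes from -0.50 to -0.03 for PBS-perfused against PFA-perfused and from -0.81 to 0.03 for unperfused against PFA-perfused. The same scaling moved it from -0.36 to -0.01 for unperfused against PBS-perfused, from 0.17 to 0.04 for injury-activated against unperfused, and from -0.48 to 0.22 for injury-activated against PFA-perfused. Changes of gene groups are therefore given beside these medians.

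Buffer perfusion without fixation was compared with fixation inside the animal. Genes of the early stress response were far higher in PBS-perfused cells. All 34 measured immediate early genes, which are transcribed within minutes of a stimulus, rose (34 adjusted over the list alone). Fos stood at 584 ± 162 FPKM in PBS-perfused and 47.8 ± 13.5 in PFA-perfused cells, Egr1 at 3157 ± 18.2 and 287 ± 151, and Atf3 at 206 ± 72.5 and 0.881 ± 0.506. Fosl1, an AP-1 subunit, rose by 6.91 ± 0.24 and Ier5 by 6.65 ± 0.25 on the log2 scale. Of 21 inflammatory and NF-kB genes, 21 rose (21 adjusted over the list alone), among them the chemokines Cxcl1 (8.55 ± 0.68) and Ccl2 (7.45 ± 0.27) and the adhesion molecule Icam1 (7.65 ± 0.23). Of 20 heat shock genes, 19 rose and 1 was not called (19 rose adjusted over the list alone). The chaperones Dnajb1 and Hspb1 reached 2049 ± 484 and 7818 ± 1983 FPKM against 18.5 ± 3.42 and 161 ± 36.5 in PFA-perfused cells. Median log2 fold changes of the 3 lists were 3.58, 3.88 and 2.27, with camera adjusted p = 4.8e-24, 2.7e-18 and 1.6e-13. With an estimated correlation the adjusted p was 0.537 for each.

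The satellite cell regulators moved in different directions in the same comparison. Pax7, the transcription factor that marks satellite cells, fell from 448 ± 169 to 64.0 ± 22.2 FPKM (-2.78 ± 0.31, limma adjusted p = 1.1e-04). Myod1, a determination factor of the muscle lineage, rose from 150.2 ± 0.246 to 749 ± 63.9 (2.31 ± 0.26, adjusted p = 1.1e-04). Myf5 (-1.21 ± 0.38), Myog (-3.13 ± 0.75), Spry1 (-0.80 ± 0.27) and the Notch target Hes1 (-0.85 ± 0.21) fell, and Vcam1, the sorting marker, rose (1.77 ± 0.30). Calcr did not pass the test (-0.43 ± 0.34; 0.17 after trimmed mean scaling), nor did Mki67 (-0.76 ± 0.36) or Dek (0.30 ± 0.34). After trimmed mean scaling Myf5 (-0.60), Spry1 (-0.20) and Hes1 (-0.25) no longer passed. Myf5 and Spry1 also lost their calls with no filter (limma adjusted p = 0.0643 and 0.062). Both were lost as well without PBS-perfused replicate 2 (-0.90 and -0.57) and without PFA-perfused replicate 1 (-0.99 and -0.58). Spry1 was not called with the injury-activated libraries averaged (-0.80). Myog was at -1.92 without PBS-perfused replicate 1, and Calcr was called without PFA-perfused replicate 2 (-0.97). Mki67 was called without PBS-perfused replicate 1 (-1.13), without either unperfused library (-0.76) and after correction for GC content and length (-0.89). It was at -0.325 after trimmed mean scaling and -0.245 after quantile normalization. Of 29 genes of the quiescent satellite cell list, 18 fell, 3 rose and 8 were not called (20 fell and 3 rose adjusted over the list alone; 9 fell after trimmed mean scaling). The list as a whole was not called (camera adjusted p = 0.175; 0.027 after quantile normalization and 0.038 with no filter).

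Markers of other cell types moved with these changes. All 12 measured endothelial markers were higher in PBS-perfused cells (12 adjusted over the list alone), although the sort removed CD31-positive cells and Pecam1 encodes CD31. Cldn5, a tight junction protein of endothelium, rose from 2.97 ± 0.283 to 59.9 ± 15.4 FPKM and Pecam1 from 2.19 ± 1.33 to 26.8 ± 10.1. Of 11 fibro-adipogenic markers 8 rose and 2 fell, with 8 and 2 adjusted over the list alone, among them Lox (4.46 ± 0.43) and Dcn (3.29 ± 0.33). Of 11 haematopoietic markers 6 rose (6 adjusted over the list alone), led by Cd74 and Lyz2 at 17.9 ± 7.31 and 13.3 ± 0.0532 FPKM, and of 7 tenocyte markers 6 rose and 1 fell (6 and 1 adjusted over the list alone). The fibro-adipogenic and tenocyte falls were not called after trimmed mean scaling. Camera adjusted p was 7.2e-09, 1.1e-04, 7.4e-04 and 0.0033 for the 4 lists. An estimated correlation gave adjusted p = 0.537 for the endothelial, fibro-adipogenic and haematopoietic lists and 0.59 for the tenocyte list. The haematopoietic median of 0.42 was 0.66 after trimmed mean scaling, 0.76 without PFA-perfused replicate 2 and 1.74 without either injury-activated library, where 7 of the 11 markers passed the filter, and the tenocyte median of 1.78 was 2.94 without PFA-perfused replicate 1. Of 6 erythroid markers 3 rose and 1 fell (the same numbers adjusted over the list alone; camera adjusted p = 0.17), with the haemoglobin gene Hba-a1 at 53.9 ± 1.68 against 2.41 ± 3.41 FPKM (4.51 ± 0.71). The erythroid list was called with no filter (median 0.28) and without PFA-perfused replicate 1 (3.49), and its median was -0.52 without PFA-perfused replicate 2. Mural markers rose in 3 and fell in 3 of 12 cases, myofibre genes fell in 3 of 14 and glial markers rose in 3 of 8 (2 adjusted over the list alone). With trimmed mean scaling 5 mural markers rose and 1 fell, 3 myofibre genes rose and 2 fell, and 5 glial markers rose. Camera adjusted p without this scaling was 0.176 (mural), 0.629 (myofibre) and 0.098 (glial). With it the adjusted p was 0.289 for the mural and 0.633 for the myofibre list. The glial list was called with no filter (adjusted p = 0.038).

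Several housekeeping groups also differed between PBS-perfused and PFA-perfused cells. Of 25 ribosome biogenesis genes 15 rose and none fell (15 rose adjusted over the list alone), with Nop58 at 2.44 ± 0.24 and Rrs1 at 2.23 ± 0.24. Of 16 p53 targets 10 rose and 6 fell (10 and 6 adjusted over the list alone), led by the cell cycle inhibitor Cdkn1a (4.52 ± 0.35). Of 36 splicing genes 14 rose and 7 fell, the same numbers adjusted over the list alone. These 3 lists had camera adjusted p = 1.9e-06, 0.0013 and 0.0011. Adjusted p values with an estimated correlation were 0.59, 0.537 and 0.59. After trimmed mean scaling 26 splicing genes rose and 1 fell (median 0.50 before, 1.08 after), 10 p53 targets rose and 2 fell, and 19 ribosome biogenesis genes rose (median 1.07 before, 1.63 after). Of 67 cytosolic ribosomal protein genes 44 were called lower (48 adjusted over the list alone; median -1.06, -0.45 after trimmed mean scaling), a count that was 2 after trimmed mean scaling and 64 after quantile normalization. That list had camera adjusted p = 0.022, and adjusted p = 0.878 with an estimated correlation. Its call was lost without PBS-perfused replicate 1 (median -0.71), without PFA-perfused replicate 2 (-1.02) and after correction for GC content and length (-0.83), and the splicing call after quantile normalization (0.46). Of 37 oxidative phosphorylation genes 24 fell and 1 rose, the same numbers adjusted over the list alone, and 9 fell after trimmed mean scaling (camera adjusted p = 0.058; 0.037 with the replicate number as a block, and called in 7 other alternatives).

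In all, limma called 8008 of 12515 genes, 2225 higher and 5783 lower in PBS-perfused cells, against 3520 higher and 3303 lower after trimmed mean scaling and 3148 and 4108 after quantile normalization. The 8 largest rises were Cxcl1, Ptx3, Icam1, Ccl2, Fgl2, Cxcl2, Hmox1 and Fosl1. Ptx3, a secreted pattern recognition protein, stood at 252 ± 24.8 against 0.0639 ± 0.0904 FPKM. Cxcl2 was listed at 0 in both PFA-perfused libraries and at 61.8 and 406 in the PBS-perfused ones. The PBS-perfused libraries also lay far apart for Hmox1, the stress-induced haem oxygenase (344 and 2242 FPKM), for Fgl2 (539 and 101) and for Cxcl1 (2377 and 7159). The 8 largest falls were Gm20605, Cxxc5, Bmyc, Pnmal2, Mettl20, Mgl2, Tmem246 and Dbx1, from -4.25 for Gm20605 to -3.41 for Dbx1. Cxxc5, a zinc finger protein, fell from 95.4 ± 23.9 to 5.75 ± 1.51, and Bmyc, of the Myc family, from 76.7 ± 7.14 to 4.49 ± 0.191. Fixation and the RNA kit differed together between these groups, so their effects on any gene cannot be separated here.

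**Figure D1:**
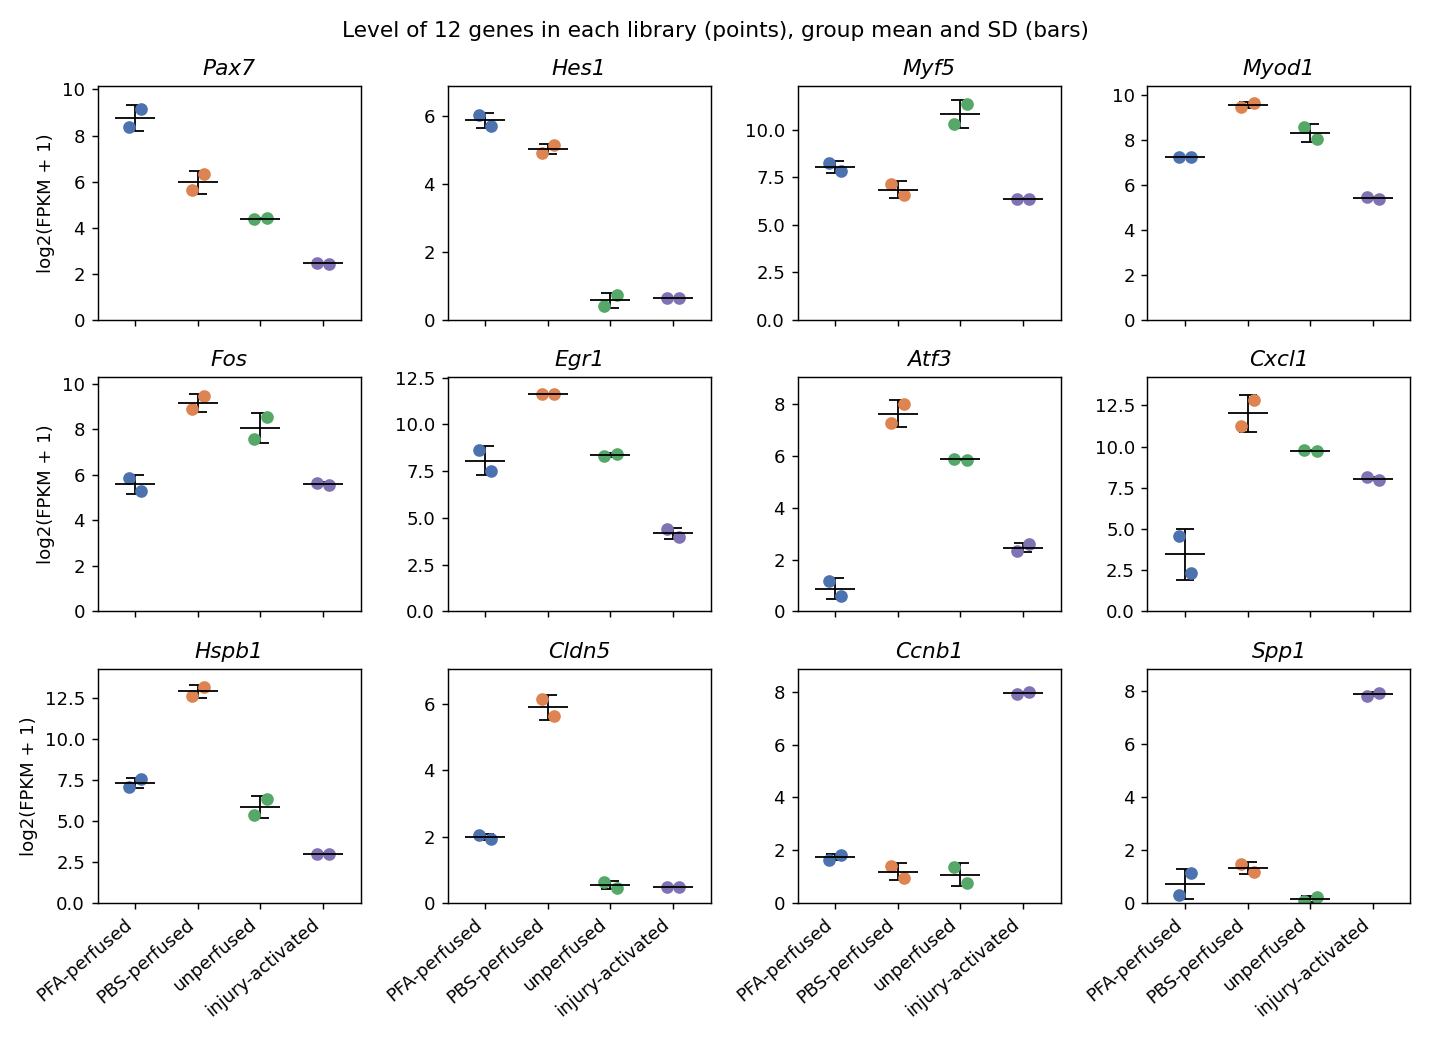
Level of 12 genes as log2(FPKM + 1) in each of the 8 libraries (points), with the group mean and SD (bars, n = 2). Fos, Egr1, Atf3, Cxcl1, Hspb1 and Cldn5 lie highest in the PBS-perfused libraries, Pax7 and Hes1 in the PFA-perfused, Myf5 in the unperfused, and Ccnb1 and Spp1 in the injury-activated libraries.

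Unperfused cells, isolated without fixation, were also compared with PFA-perfused cells. Immediate early and inflammatory genes were again higher in the unfixed cells. Of 34 immediate early genes 25 rose and 2 fell, the same numbers adjusted over the list alone (29 and 0 after trimmed mean scaling), with Egr2 at 5.68 ± 0.25 and Atf3 at 4.99 ± 0.29. Fos rose from 47.8 ± 13.5 to 281 ± 125 FPKM, while Egr1 (0.30 ± 0.36; 1.47 and called after trimmed mean scaling) and Jun (-0.34 ± 0.41; 0.82 after trimmed mean scaling) did not pass the test. Of 21 inflammatory and NF-kB genes 19 rose and 1 fell, the same numbers adjusted over the list alone, and Cxcl1 reached 863 ± 21 FPKM. Of 20 heat shock genes 10 rose and 4 fell (10 and 3 adjusted over the list alone; 13 and 1 after trimmed mean scaling), with Dnajb1 at 3.85 ± 0.35. Medians were 2.11, 2.46 and 0.58 (3.10, 3.44 and 1.65 after trimmed mean scaling, 2.68, 3.20 and 1.12 after quantile normalization), with camera adjusted p = 1.7e-12, 4.1e-12 and 7.4e-04. With an estimated correlation the adjusted p was 0.537, 0.537 and 0.59.

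Pax7 fell to 20.1 ± 0.462 FPKM in unperfused cells (-4.36 ± 0.31) and Hes1 to 0.503 ± 0.230 (-5.30 ± 0.21), and Spry1, an inhibitor of growth factor signalling, fell by 3.19 ± 0.27 on the log2 scale (-2.07 after trimmed mean scaling). Myf5 rose from 270.1 ± 57.6 to 1929.6 ± 946 (2.76 ± 0.38) and Myod1 by 1.05 ± 0.26 (2.22 after trimmed mean scaling). Of 29 quiescent satellite cell genes 22 fell and 5 rose, the same numbers adjusted over the list alone, with 12 and 6 after trimmed mean scaling (camera adjusted p = 0.454; 0.034 after quantile normalization). Of 67 cytosolic ribosomal protein genes 61 fell and 1 rose, the same numbers adjusted over the list alone, and 41 fell after trimmed mean scaling. Rps27 went from 1879 ± 137 to 27.5 ± 10.1 FPKM, a value made uncertain by near-identical pseudogene copies. Of 37 oxidative phosphorylation genes 34 fell (36 adjusted over the list alone; 22 after trimmed mean scaling), with Cox5b, a subunit of cytochrome c oxidase, at -3.53 ± 0.26. All 11 replication histone genes fell (11 adjusted over the list alone; 10 after trimmed mean scaling), though reads of such near-identical copies are hard to assign. Camera adjusted p was 0.0013 for the ribosomal, 0.0012 for the oxidative phosphorylation and 0.015 for the histone list. An estimated correlation gave adjusted p = 0.878, 0.802 and 0.59. The histone call was lost after correction for GC content and length (median -1.77).

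Markers of other cell types changed in unperfused against PFA-perfused cells, but none of their 8 lists was called, apart from the tenocyte list without PFA-perfused replicate 1 (median 1.06) and after correction for GC content and length (0.55). Glial markers fell in 5 of 8 cases, myofibre genes in 7 of 14 and endothelial markers in 5 of 12, and none of these rose, the same numbers adjusted over each list alone. Of 12 mural markers 6 fell and 1 rose (5 and 1 adjusted over the list alone). After trimmed mean scaling 2 glial markers fell, 4 myofibre genes fell and 2 rose, 3 endothelial markers fell and 1 rose, and 4 mural markers fell and 4 rose. The 4 medians were -1.08, -0.69, -0.35 and -0.76, against -0.20, -0.11, -0.02 and 0.14 after this scaling, so the mural median changed sign, and the endothelial one did so after quantile normalization (0.02). Fibro-adipogenic markers rose in 2 and fell in 2 of 11 cases, haematopoietic markers fell in 2 of 11, tenocyte markers rose in 2 and fell in 1 of 7 (1 and 1 adjusted over the list alone), and 1 of 6 erythroid markers fell. Under the same scaling 5 fibro-adipogenic markers rose and 1 fell, 2 haematopoietic markers rose and 1 fell, and 4 tenocyte markers rose and 1 fell. For the lists the camera adjusted p was 0.439 (glial), 0.638 (myofibre), 0.976 (endothelial), 0.756 (mural), 0.164 (fibro-adipogenic), 0.657 (haematopoietic), 0.196 (tenocyte) and 0.851 (erythroid).

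Ribosome biogenesis genes (12 of 25 higher, 5 lower, the same numbers adjusted over the list alone; 20 and 2 after trimmed mean scaling) included Polr1b, an RNA polymerase I subunit (2.92 ± 0.21). The list had camera adjusted p = 5.3e-04, and adjusted p = 0.728 with an estimated correlation. Its median of 0.49 was 1.65 after trimmed mean scaling, 0.81 after quantile normalization, -0.10 without unperfused replicate 1, 1.08 without unperfused replicate 2 and 0.33 without PFA-perfused replicate 2. Of 16 p53 targets 9 rose and 7 fell, the same numbers adjusted over the list alone (camera adjusted p = 0.023; adjusted p = 0.59 with an estimated correlation), a call lost with no filter (adjusted p = 0.0541), after trimmed mean scaling (adjusted p = 0.163) and quantile normalization (adjusted p = 0.133) although the median of 0.55 rose to 1.47 and 1.55. The 4 largest rises were Spry2 (8.92 ± 0.27), Plaur, the urokinase receptor (8.26 ± 0.27), Lrrc8a, a subunit of the volume-regulated anion channel (7.90 ± 0.31), and Ncs1, a neuronal calcium sensor (7.85 ± 0.31). Among the largest falls were Rn45s (-9.25 ± 0.82), 6330403K07Rik (-6.24 ± 0.23) and Rps27 (-6.09 ± 0.34). Limma called 9216 genes, 2173 higher and 7043 lower, against 4420 and 4079 after trimmed mean scaling and 3906 and 4542 after quantile normalization. Perfusion, genotype label, fixation and RNA kit all differed between these groups.

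The calls of PBS-perfused and unperfused cells against PFA-perfused cells overlapped. Both comparisons called 1171 genes higher, 5049 lower and 476 in opposite directions, against 2561, 2506 and 342 after trimmed mean scaling and 2189, 3185 and 344 after quantile normalization. Independent lists of the sizes before scaling would share 386.3 higher and 3254.5 lower genes and give 2256.3 in opposite directions. Unchanged groups simulated against the same controls shared 0.02 higher and 0.01 lower genes on average over 100 simulations. Few genes are called at all when none changes, so these counts cannot show how many shared calls the common controls add. Across genes the fold changes correlated at r = 0.68 (simulated 0.50), with a covariance of 1.3 (simulated 0.0333, a difference of 1.27). With the control libraries split 1 and 1, so that the comparisons shared none, both called 919 genes higher in either split and 4387 or 4032 lower (independent lists 280.2 or 295.1 and 2672 or 2533). The covariance was then 1.28 or 1.24, so chance values of shared control libraries account for little of it. Genes are not independent replicates, and part of the excess may still come from what both control libraries had in common, such as fixation and the RNA kit.

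Unperfused and PBS-perfused cells, both unfixed, differed in the stress genes and in markers of other cell types. Of 12 endothelial markers 11 were lower in unperfused cells (12 adjusted over the list alone), with Cldn5 at 0.462 ± 0.127 against 59.9 ± 15.4 FPKM and Fabp4, a fatty acid binding protein of capillaries, at 2.62 ± 0.726 against 124 ± 31.8. Of 20 heat shock genes 16 fell (17 adjusted over the list alone; 13 fell and 1 rose after trimmed mean scaling). Hspb1 stood at 60.5 ± 28.6 against 7818 ± 1983 FPKM and Hspa1a at 71.4 ± 53.6 against 4014 ± 194, the latter uncertain because Hspa1b is a near-identical copy. Of 34 immediate early genes 23 fell and 1 rose, and of 21 inflammatory and NF-kB genes 17 fell, the same numbers adjusted over each list alone. After trimmed mean scaling 20 immediate early genes fell and 2 rose, and 11 inflammatory genes fell (median -1.43 before, -0.94 after). Ier2 (-5.0 ± 0.28), Junb (-4.75 ± 0.23) and Nfkb2 (-3.13 ± 0.27) were among them. Camera adjusted p was 2.6e-05 (endothelial), 4.3e-04 (heat shock), 0.0012 (immediate early) and 6.2e-04 (inflammatory). The adjusted p with an estimated correlation was 0.59 for each.

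Fibro-adipogenic markers (9 of 11 lower, 1 higher, the same numbers adjusted over the list alone) included Ly6a, which encodes the sorted-out antigen Sca-1, at 0.611 ± 0.108 against 18.5 ± 1.09 FPKM. Glial markers fell in 7 of 8 cases (8 adjusted over the list alone), with the myelin gene Mbp at -2.24 ± 0.23. Of 11 histone genes 8 fell (9 adjusted over the list alone). Of 37 oxidative phosphorylation genes 24 fell (25 adjusted over the list alone; 15 after trimmed mean scaling), Cox5b by 2.70 ± 0.26. Of 67 cytosolic ribosomal protein genes 39 fell and 1 rose (42 and 1 adjusted over the list alone; 15 and 4 after trimmed mean scaling). Camera adjusted p for the 5 lists was 0.035, 0.018, 0.035, 0.0023 and 0.027. With an estimated correlation the adjusted p was 0.59, 0.537, 0.59, 0.823 and 0.878. The medians of the 5 lists were -1.36, -1.26, -1.29, -1.03 and -1.10, against -1.35, -0.95, -1.02, -0.55 and -0.56 after trimmed mean scaling. The ribosomal call was lost without PBS-perfused replicate 2 (median -0.70), PFA-perfused replicate 2 (-1.10) or unperfused replicate 2 (-0.64), the fibro-adipogenic call without PBS-perfused replicate 1 (-1.85) or 2 (-1.56) or unperfused replicate 1 (-1.59), and the histone call without PBS-perfused replicate 2 (-0.92) or unperfused replicate 1 (-1.23). All 3 of these calls were also lost after correction for GC content and length (-0.92, -1.79 and -1.17), the fibro-adipogenic call also at a pseudocount of 0.1 (-2.51), and the fibro-adipogenic and histone calls with the stricter filter (-2.00 and -1.46). The fibro-adipogenic median was further from 0 in each of these alternatives than the -1.36 of the reported fit, and the oxidative phosphorylation median was -0.67 without unperfused replicate 2. Haematopoietic markers fell in 7 of 11 cases, the same number adjusted over the list alone (camera adjusted p = 0.058; median -0.84). That list was called in 11 alternatives: after trimmed mean scaling (median -0.56, adjusted p = 0.0071) and quantile normalization (-0.48, adjusted p = 0.0235), with no filter (-0.57), at a pseudocount of 0.1 (-2.23), in the fit of only these 2 groups, with the injury-activated libraries averaged, and without PBS-perfused replicate 1 (-1.23), either PFA-perfused library (-0.84) or either injury-activated library (-2.05). Myofibre genes fell in 5 of 14 cases, tenocyte markers in 4 of 7 and erythroid markers in 4 of 6, and mural markers fell in 5 and rose in 1 of 12, the same numbers adjusted over each list alone (camera adjusted p = 0.411, 0.149, 0.322 and 0.439), of which the erythroid list was called without PFA-perfused replicate 1 (median -2.88).

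Myf5 stood at 1929.6 ± 946 FPKM in unperfused against 118 ± 35.0 in PBS-perfused cells (3.96 ± 0.38), while Pax7 (-1.58 ± 0.31; -1.04 after trimmed mean scaling), Myod1 (-1.26 ± 0.26; -0.70), Calcr (-1.03 ± 0.34) and Hes1 (-4.45 ± 0.21) were lower. Calcr was no longer called with no filter (limma adjusted p = 0.0913), after trimmed mean scaling (-0.49) or after quantile normalization (-0.75). It also lost its call without PBS-perfused replicate 1 (-0.90) or 2 (-1.16) or unperfused replicate 1 (-0.81) or 2 (-1.24). The 8 largest rises were Spry2, Dpysl2, Lrrc8a, Slc39a1, Ptrf, Nfia, Cdv3 and Arglu1, from 7.40 for Spry2 to 5.81 for Arglu1. Ptrf, a coat protein of caveolae, stood at 2828 ± 620.4 against 35.4 ± 3.67 FPKM and the zinc transporter Slc39a1 at 606 ± 169.7 against 4.92 ± 2.29. The 8 largest falls were Hspb1, Cebpd, Rn45s, Hspa1a, 6330403K07Rik, Gm10052, Dusp2 and Aqp1. Cebpd, a transcription factor of the acute phase response, fell by 6.79 ± 0.26 and Aqp1, a water channel, by 5.37 ± 0.26 on the log2 scale. Limma called 6205 genes, 1643 higher and 4562 lower, against 3030 and 2871 after trimmed mean scaling and 2793 and 3042 after quantile normalization. Buffer perfusion and the genotype label differed together between these groups.

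Activation was measured as injury-activated against unperfused cells, which shared the genotype label. Cell division genes rose in activated cells. All 22 measured G2/M genes (22 adjusted over the list alone) and 19 of 20 G1/S genes (20 adjusted over the list alone) were higher, with medians of 5.0 and 4.20. Ccnb1, a mitotic cyclin, rose from 1.15 ± 0.643 to 249.5 ± 6.93 FPKM, Cdk1 from 0.346 ± 0.165 to 106 ± 3.23, Mki67 by 3.84 ± 0.36 and the replicative helicase subunit Mcm5 by 5.64 ± 0.44. Of 11 histone genes 10 rose (10 adjusted over the list alone). Also higher, in lists that were called, were 64 of 67 ribosomal protein genes (65 adjusted over the list alone), all 37 oxidative phosphorylation genes (37 adjusted over the list alone), 23 of 25 proteasome genes and 14 of 16 glycolysis genes, the last 2 with the same numbers adjusted over each list alone. Ribosome biogenesis genes rose in 14 and fell in 3 of 25 cases (13 and 3 adjusted over the list alone). Their list was not called (camera adjusted p = 0.111; median 0.94) except with no filter (adjusted p = 0.0273) and without unperfused replicate 1 (1.38). Its median was 0.73 after trimmed mean scaling and 0.47 after quantile normalization. Eno1, a glycolytic enolase, rose from 71.8 ± 28.0 to 3623 ± 22.9 FPKM and Sdhd, a subunit of succinate dehydrogenase, by 4.04 ± 0.28. Camera adjusted p was 3.5e-09 (G2/M), 2.0e-07 (G1/S), 0.006 (histones), 2.0e-07 (ribosome), 3.6e-08 (oxidative phosphorylation), 1.4e-04 (proteasome) and 0.0028 (glycolysis). An estimated correlation gave adjusted p = 0.59, 0.537, 0.59, 0.762, 0.59, 0.731 and 0.59 in that order. In the ribosomal protein and glycolysis lists 1 gene each fell. In unperfused cells 61 of 67 ribosomal protein genes were lower than in PFA-perfused cells. Injury-activated medians against PFA-perfused cells were 0.04 (ribosome; 1.0 after trimmed mean scaling), -0.75 (histones), 0.60 (oxidative phosphorylation), 1.24 (proteasome) and 1.93 (glycolysis). The ribosomal and histone rises thus cannot be told apart from low unperfused values.

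Genes of quiescence and of the early response were lower in injury-activated than in unperfused cells. Of 29 quiescent satellite cell genes 21 fell and 3 rose, the same numbers adjusted over the list alone, among them Chrdl2 (-5.39 ± 0.32) and Tenm4 (-5.77 ± 0.29). Pax7 fell to 4.50 ± 0.134 FPKM, Calcr, the calcitonin receptor, from 23.5 ± 5.14 to 0.615 ± 0.0946, and Spry1 by 2.21 ± 0.27 on the log2 scale. Of 34 immediate early genes 29 fell and none rose (29 fell adjusted over the list alone; 1 rose after trimmed mean scaling), with Egr1 at -4.18 ± 0.36. In unperfused cells 25 of these genes were higher and 2 lower than in PFA-perfused cells. The median of injury-activated against PFA-perfused cells was 0.02 (0.53 after trimmed mean scaling). High values in unperfused cells therefore cannot be told apart from an effect of activation on this list. The quiescent list was lower against PFA-perfused cells too (23 of 29). Of 21 inflammatory and NF-kB genes 13 fell and 4 rose, the same numbers adjusted over the list alone, and Nfkb1 fell by 3.77 ± 0.21 on the log2 scale. Of 24 matrix genes 13 fell and 6 rose (14 and 6 adjusted over the list alone), with the basement membrane collagen Col4a1 at -4.93 ± 0.23 and the laminin Lamb1 at 3.33 ± 0.25. Camera adjusted p for the 4 lists was 8.1e-06, 3.5e-09, 0.027 and 0.035. Adjusted p values with an estimated correlation were 0.537, 0.537, 0.654 and 0.59. The matrix call was lost in the fit of only these 2 groups (adjusted p = 0.057) and without PFA-perfused replicate 2 (median -0.80) or injury-activated replicate 1 (-0.76), and its median was 0.05 after correction for GC content and length. Markers of other cell types moved beside them. Haematopoietic markers rose in 8 and fell in 1 of 11 cases, with Lyz2 at 5.04 ± 0.18, tenocyte markers rose in 6 and fell in 1 of 7, and fibro-adipogenic markers rose in 6 and fell in 2 of 11, the same numbers adjusted over each list alone. Their medians were 1.10, 1.42 and 1.14, and none of the 3 lists was called (camera adjusted p = 0.058, 0.351 and 0.306). The haematopoietic list was called after trimmed mean scaling (adjusted p = 0.0399) and quantile normalization (adjusted p = 0.0182), with no filter (adjusted p = 4.93e-04), in the fit of only these 2 groups (adjusted p = 0.0322), without Rn45s and Malat1 (adjusted p = 0.0438) and with the injury-activated libraries averaged (adjusted p = 0.0418). In the other alternatives it was not called, and its median was 0.52 without injury-activated replicate 2. Myofibre genes rose in 9 and fell in 1 of 14 cases (9 and 1 adjusted over the list alone; camera adjusted p = 0.067; median 1.76), a list called without either PFA-perfused library (2.08) and after correction for GC content and length (1.46). Mural markers rose in 1 and fell in 7 of 12 (1 and 8 adjusted over the list alone; camera adjusted p = 0.087; 0.0304 in the fit of only these 2 groups; median -0.64), and 1 of 6 erythroid markers rose (adjusted p = 0.993). Glial markers fell in 4 of 8 and endothelial markers in 3 of 12 cases, the same numbers adjusted over each list alone (camera adjusted p = 0.105 and 0.176; the glial list was called at a pseudocount of 0.1, median -1.63, and in the fit of only these 2 groups). Of 18 Notch pathway genes 10 fell and 3 rose, the same numbers adjusted over the list alone, with Jag1 at -5.53 ± 0.30 (camera adjusted p = 0.05; 0.044 with the replicate number as a block, and called in 7 other alternatives).

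Of 19 myogenic commitment genes 12 rose and 4 fell, the same numbers adjusted over the list alone (camera adjusted p = 0.211). Myog, a differentiation factor, rose from 3.02 ± 0.841 to 72 ± 6.86 FPKM and the fusion protein gene Tmem8c by 6.09 ± 0.76, while Myf5 (-4.45 ± 0.38) and Myod1 (-2.87 ± 0.26) fell. The 8 largest rises were Gm10052, Eno3, Msln, Spp1, Ccnb1, Gtse1, Cdk1 and Slfn9. Eno3, the muscle enolase, rose from 2.39 ± 0.377 to 1448 ± 6.53 FPKM and Spp1, which encodes osteopontin, from 0.115 ± 0.0846 to 236 ± 11.1. Msln, which encodes mesothelin, was listed at 0 in both unperfused libraries and at 315 and 170.0 in the injury-activated ones. The 8 largest falls were Kdm6b, Mir18, Mir19b-1, Spry2, Tsc22d2, Mirg, Fam132b and Mir20a. Kdm6b, a histone demethylase, fell from 638 ± 128 to 2.27 ± 0.259 FPKM. The entries Mir18, Mir19b-1 and Mir20a lie within the transcript of Mir17hg, whose reads they may share. Limma called 8763 genes, 5100 higher and 3663 lower. The injury-activated libraries differed by an SD of 0.16 in log2 ratio over genes of at least 10 FPKM, against 0.37 to 0.56 in the other groups, and without counts it could not be tested whether they are separate samples.

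**Figure D2:**
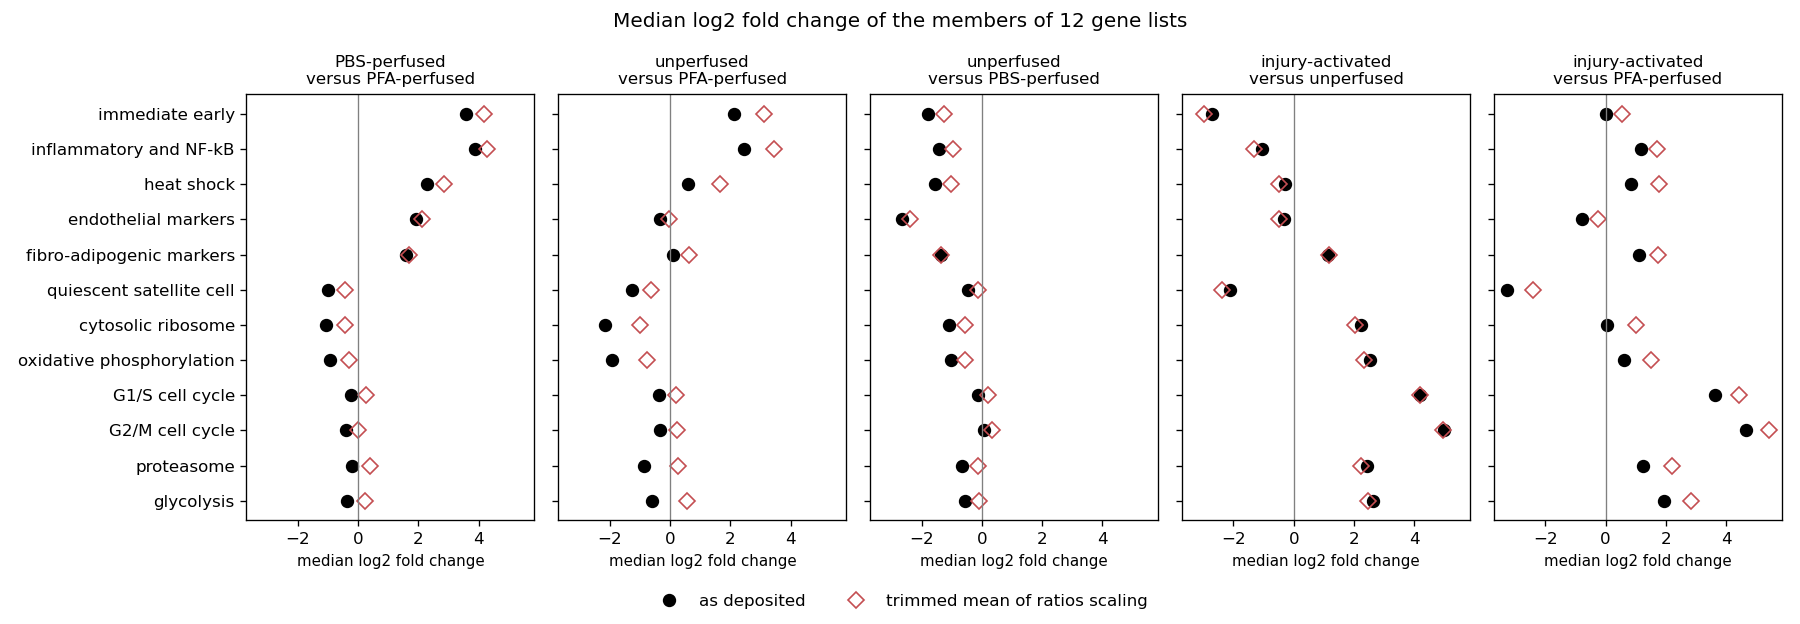
Median log2 fold change of the members of 12 gene lists (horizontal axis) in the 5 comparisons (panels), from the values as deposited (filled circles) and after trimmed mean of ratios scaling (open diamonds). The cell cycle medians lie at 4.20 and 5.0 in injury-activated against unperfused cells, and the immediate early median lies at 3.58 in PBS-perfused against PFA-perfused cells. The G1/S, G2/M, proteasome and glycolysis medians change sign with scaling in both comparisons of uninjured unfixed with PFA-perfused cells, as does the G1/S median in unperfused against PBS-perfused cells.

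Injury-activated cells were last compared with PFA-perfused cells. Cell cycle genes were higher again, 22 of 22 for G2/M and 19 of 20 for G1/S, the same numbers adjusted over each list alone. Rrm2, a ribonucleotide reductase subunit, rose from 4.37 ± 1.19 to 735 ± 4.11 FPKM. Of 29 quiescent satellite cell genes 23 fell and 3 rose, the same numbers adjusted over the list alone, with Pax7 at -6.30 ± 0.31, Spry1 at -5.39 ± 0.27, Calcr at -5.36 ± 0.34 and Hes1 at -5.23 ± 0.21. Ribosome biogenesis (21 higher and 3 lower of 25) and glycolysis (13 higher and 1 lower of 16) had the same numbers adjusted over each list alone, and proteasome genes rose in 20 of 25 cases (22 adjusted over the list alone; 24 after trimmed mean scaling and 17 after quantile normalization, with medians of 1.24, 2.20 and 0.77). Npm1, the nucleolar protein nucleophosmin, stood at 6113 ± 122 against 571 ± 18.5 FPKM and Hk2, a hexokinase, at 28.5 ± 2.67 against 0.401 ± 0.118. Hk2 was higher still in uninjured unfixed cells, at 33.4 ± 3.97 FPKM in PBS-perfused and 163 ± 13.1 in unperfused cells, so its rise was not specific to injury. The glycolysis list was not called in those groups against PFA-perfused cells (medians -0.37 and -0.59; 0.24 and 0.58 after trimmed mean scaling). Camera adjusted p was 1.6e-13 (G2/M), 4.4e-11 (G1/S), 4.6e-04 (quiescent), 6.8e-06 (ribosome biogenesis), 1.6e-05 (glycolysis) and 6.8e-06 (proteasome). With an estimated correlation the adjusted p was 0.584, 0.537, 0.537, 0.627, 0.59 and 0.654 in that order.

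Immediate early genes went both ways, 8 of 34 higher and 13 lower, the same numbers adjusted over the list alone (16 and 8 after trimmed mean scaling; camera adjusted p = 0.546), with a median of 0.02 (0.53 after trimmed mean scaling) and a mean of -0.47 that differed in sign. Fos stood at 48.2 ± 2.19 FPKM in injury-activated and 47.8 ± 13.5 in PFA-perfused cells, a difference that did not pass the test (0.04 ± 0.36; -0.07 after quantile normalization, 0.98 and called after trimmed mean scaling), and Egr1 was lower (-3.88 ± 0.36). Of 21 inflammatory and NF-kB genes 13 rose and 3 fell, the same numbers adjusted over the list alone, with Ccl2 at 6.11 ± 0.27. Beside them, haematopoietic markers rose in 7 and fell in 1 of 11 cases, led by the myeloid lysozyme Lyz2 at 43.5 ± 0.776 against 1.87 ± 0.00962 FPKM. Fibro-adipogenic markers rose in 8 and fell in 2 of 11, with Dpt at -6.07 ± 0.54, both lists with the same numbers adjusted over the list alone. Dpt stood at 465 ± 12.1 FPKM in unperfused cells, where Lum of the same list stood at 1.64 ± 0.782. Whether the fall of Dpt came from satellite cells or another cell type was not tested. Of 20 heat shock genes 11 rose and 5 fell (11 and 6 adjusted over the list alone; 14 and 3 after trimmed mean scaling), with the mitochondrial chaperone Hspd1 at 3.79 ± 0.30 and Hspa1a at -5.52 ± 0.52. Camera adjusted p was 3.0e-04 (inflammatory), 0.0095 (haematopoietic), 0.022 (fibro-adipogenic) and 0.031 (heat shock). An estimated correlation gave adjusted p = 0.59, 0.59, 0.59 and 0.654. After trimmed mean scaling the haematopoietic, fibro-adipogenic and heat shock calls were lost, although their medians rose from 1.34, 1.12 and 0.84 to 1.65, 1.74 and 1.78. The fibro-adipogenic call was also lost after quantile normalization (1.71, adjusted p = 0.0603) and with the stricter filter (1.24, adjusted p = 0.054). The heat shock call was lost after quantile normalization (0.79, adjusted p = 0.233), after correction for GC content and length (0.52, adjusted p = 0.0563) and with the stricter filter (0.84, adjusted p = 0.0643). The haematopoietic median of 1.34 was 0.20 without injury-activated replicate 1 and -0.29 without replicate 2, where 7 of the 11 markers passed the filter and the call was lost, as was the heat shock call without PFA-perfused replicate 2 (0.61).

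No other marker list was called in this comparison as reported. Glial markers fell in 7 of 8 cases, mural markers fell in 8 and rose in 1 of 12, and endothelial markers fell in 7 of 12, with medians of -1.82, -1.28 and -0.78. After trimmed mean scaling 6 glial, 6 mural and 4 endothelial markers fell (medians -1.16, -0.68 and -0.24, and -1.0, -0.41 and -0.08 after quantile normalization). Tenocyte markers rose in 5 and fell in 2 of 7 (median 2.45), and myofibre genes rose in 8 and fell in 5 of 14 (median 1.08; 1.78 after trimmed mean scaling). These 5 lists had the same numbers adjusted over each list alone, while 1 of 6 erythroid markers fell (0 adjusted over the list alone). The camera adjusted p of the 5 lists was 0.066 (glial), 0.233 (mural), 0.2 (endothelial), 0.1 (tenocyte) and 0.073 (myofibre). The glial list was called after trimmed mean scaling (adjusted p = 0.0147), at a pseudocount of 0.1 (-3.27), with no filter (-1.02), and without PFA-perfused replicate 1 (-1.79) or PBS-perfused replicate 1 or 2 (-2.30 each). The tenocyte list was called without PFA-perfused replicate 1 (3.07) or injury-activated replicate 2 (2.35), the myofibre list without PFA-perfused replicate 1 (1.56) and without Rn45s and Malat1 (0.84), and both after correction for GC content and length (1.85 and 1.03).

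The ribosomal protein genes showed no stable direction in this comparison: 5 rose and 5 fell of 67 (2 and 1 adjusted over the list alone; median 0.04, mean -0.02), 37 rose and 1 fell after trimmed mean scaling, and 5 rose and 19 fell after quantile normalization (camera adjusted p = 0.108; 0.0095 after trimmed mean scaling and 0.042 without injury-activated replicate 1). Oxidative phosphorylation genes rose in 15 and fell in 7 of 37 cases (14 and 7 adjusted over the list alone; 30 and 0 after trimmed mean scaling). That list had camera adjusted p = 0.0042, and adjusted p = 0.823 with an estimated correlation, and was not called after quantile normalization (adjusted p = 0.634). The 4 largest rises were Spp1 (7.16 ± 0.27), Rrm2 (7.12 ± 0.65), Msln (6.89 ± 0.27) and Asns, the asparagine synthetase (6.73 ± 0.37). Among the largest falls were Ryr3, a calcium release channel (-9.83 ± 0.23), Ltbp4 (-8.54 ± 0.37) and Kcnn3, a potassium channel (-7.80 ± 0.34). Limma called 9197 genes, 3272 higher and 5925 lower, against 5313 and 3905 after trimmed mean scaling and 4385 and 4279 after quantile normalization. Injury, genotype label, fixation and RNA kit differed together between these groups. Perfusion may have differed as well, since none is given for the injury-activated cells.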

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

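The correction for GC content and length, the removal of Rn45s and Malat1 and the averaging of both injury-activated libraries were chosen after the data had been seen. The numbers of genes called stayed within 1.5 times of the reported ones in all 5 comparisons and in the overlap under every alternative, except when a log2 fold change beyond 1 was asked for. That left 5242 of 8008 genes for PBS-perfused against PFA-perfused, 3939 of 6205 for unperfused against PBS-perfused and 3963 of 6220 in the overlap, by construction. Leaving out 1 library gave 6168 to 8173, 7899 to 9446, 4633 to 6101, 7030 to 9084 and 7435 to 9411 genes in the order of the report. Camera called 50 of 125 list tests at the preset correlation and 0 with an estimated one, where 10 had an unadjusted p under 0.05; the cause was not tested. Replicate numbers did not pair libraries across groups, since their deviations from the group means correlated at -0.05 to 0.12 across genes. With the number as a covariate 8145, 9336, 6418, 8847 and 9336 genes were called.

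Of the comparisons of single genes and lists with their alternatives, 3297 kept their direction and side of the threshold, 105 lost a call, 71 gained one and 43 reversed. Reversals met genes and lists that had not passed the test, apart from the haematopoietic, matrix and ribosome biogenesis lists, and their cause was not tested. For PBS-perfused against PFA-perfused, Calcr was at 0.17 after trimmed mean scaling and between -0.97 and 0.11 with 1 library left out. Dek was at 0.91 after trimmed mean scaling, 0.071 after quantile normalization and between -0.056 and 0.65 with 1 library left out. The erythroid median lay between -0.52 and 3.49 with 1 library left out. The mural median was at 0.39 and 0.29 and the myofibre one at 0.20 and 0.015 after trimmed mean scaling and quantile normalization, the latter also at 0.17 after the GC content and length correction, and they lay between -0.24 and 0.20 and between -0.23 and 0.053 with 1 library left out. For unperfused against PFA-perfused, Jun was at 0.82 after trimmed mean scaling and between -0.85 and 0.17 with 1 library left out, Egr1 between -0.26 and 0.86, and the ribosome biogenesis median between -0.10 and 1.08. The mural median was at 0.14 and 0.027 after these scalings, the endothelial one at 0.019 after quantile normalization and the haematopoietic one at 0.16 after the GC content and length correction. With 1 library left out the erythroid, fibro-adipogenic and tenocyte medians lay between -2.39 and 0.67, -0.18 and 0.37, and -0.097 and 1.06. For injury-activated against PFA-perfused, Fos was at -0.068 after quantile normalization, -0.18 after the GC content and length correction, -0.23 without Rn45s and Malat1, and between -0.25 and 0.33 with 1 library left out. The ribosomal protein median was at -0.46, -0.052 and -0.23 under the same alternatives and between -0.015 and 0.16 with 1 library left out. The immediate early median was at -0.005 with the stricter filter, -0.18 without Rn45s and Malat1, and between -0.26 and 0.11 with 1 library left out. The haematopoietic median ranged from -0.29 to 1.35 with 1 library left out, its list shrinking from 11 to 7 markers without either injury-activated library. The erythroid median lay between -2.63 and 0.10 with 1 library left out, and the myofibre one was at -0.023 with no filter. The matrix median of injury-activated against unperfused cells was 0.045 after the GC content and length correction. Without counts, the effect of sequencing depth on genes near 0 FPKM could not be measured.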

Other observations

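The genes of this paragraph, the test of recovery after fixation, the tests of endothelial carry-over and the test over 8 marker lists were chosen after the results had been seen, as were the correction for GC content and length and the removal of Rn45s and Malat1. Actb, a cytoplasmic actin often used as a reference, stood at 12367 ± 1841 FPKM in unperfused and 6318 ± 674 in injury-activated cells, against 578 ± 188 in PFA-perfused and 519.8 ± 218 in PBS-perfused cells (n = 2 each). Actg1, the other cytoplasmic actin, was lower in unperfused than PBS-perfused cells (-1.44 ± 0.32). Sdc4, a cell surface proteoglycan, rose from 329 ± 128 FPKM in PFA-perfused to 2908 ± 269.6 in PBS-perfused and 34234 ± 8605 in unperfused cells, and the membrane glycoprotein Pdpn from 111 ± 43.3 to 1127 ± 167 and 7670.2 ± 1453. Gapdh, a glycolytic enzyme also used as a reference, stood at 535 ± 49.0, 161 ± 69.1 and 90.9 ± 35.1 FPKM in these groups and at 1754 ± 34.9 in injury-activated cells. The log2 fold changes of Actb (4.63 ± 0.42), Sdc4 (3.54 ± 0.40) and Pdpn (2.76 ± 0.34) in unperfused against PBS-perfused cells, and of Gapdh (4.31 ± 0.37) in injury-activated against unperfused cells, were called and stayed called with the same direction after trimmed mean scaling and after quantile normalization.

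In injury-activated against unperfused cells the non-coding RNA Meg3 fell from 54.2 ± 3.65 to 0.0490 ± 0.0113 FPKM (-5.72 ± 0.37), Rian from 26.2 ± 9.40 to 1.55 ± 0.394 (-3.38 ± 0.53) and Mirg from 162 ± 38.5 to 0.286 ± 0.0950 (-6.97 ± 0.26), while Mir17hg, the host transcript of a microRNA cluster, fell from 3459 ± 147 to 30.2 ± 1.80 (-6.79 ± 0.30). These 4 genes were also chosen for this paragraph after their values were seen, although Mirg had also met the rule fixed beforehand. The female-specific Xist did not exceed 0.295 FPKM in any of the 8 libraries, and the Y-linked Ddx3y lay between 54.2 and 391 FPKM.

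The immediate early, NF-kB and heat shock genes together had a median log2 fold change of 3.56 in PBS-perfused against PFA-perfused cells over 75 genes. Removing the GC content and length trend left it at 3.52 (interquartile range 2.23) and removing Rn45s and Malat1 left it at 3.47 (2.06). Both lay above the bound of 50% set beforehand, but corrections this small could not have crossed it, so the bound decides nothing. Median fold changes ran from -0.26 in genes of lowest GC content to -0.87 in those of highest, and from -0.57 in the shortest to -0.39 in the longest. Removing Rn45s and Malat1 moved the median of all tested genes from -0.50 to -0.58. These shifts were small beside 3.56. A lower recovery of these transcripts from fixed cells, with their own RNA kit, predicts higher values in every unfixed group: the median against PFA-perfused cells was 1.96 (3.02 after trimmed mean scaling) in unperfused and 0.53 (interquartile range 2.90; 1.22 after this scaling) in injury-activated cells, where injury differs as well. The unfixed groups also differed from each other, with a median of -1.58 (-1.02 after this scaling) in unperfused against PBS-perfused cells, which neither fixation nor the kit can give. Recovery stays open for the rise over PFA-perfused cells, where it cannot be told apart from a response of the cells to dissociation because fixation and kit changed together.

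Of the 12 fixed endothelial markers 11 were called higher in PBS-perfused than in both PFA-perfused and unperfused cells, a count that restates the calls and decides nothing. Of 16 measured genes of a second endothelial list, written before their values were looked at, 12 were called higher against both, as were 9.15% of all tested genes, and RNA of endothelial cells carried through the sort would give this. The levels of Fabp4 and Cldn5 in PBS-perfused cells were 124 ± 31.8 and 59.9 ± 15.4 FPKM, and the gate against CD31 would remove such cells. A lower share of satellite cells was examined in its simplest form, in which the markers of all other types rise alike. The endothelial median exceeded that of 45 myofibre, mural, glial and haematopoietic markers (0.19) by 1.72 (permutation p = 4.6e-04, two-sided). Those 4 lists had the lowest medians of the 8 and the endothelial list the highest, so that p-value decides nothing. Over all 8 marker lists with 81 genes the fold changes differed between lists (Kruskal-Wallis statistic 24.3, permutation p = 8e-04). Medians ran from -0.10 (mural) and -0.09 (myofibre; 0.39 and 0.20 after trimmed mean scaling) to 1.14 (erythroid), 1.58 (fibro-adipogenic), 1.78 (tenocyte) and 1.91 (endothelial). Median levels in PFA-perfused cells also differed between lists, from 0.945 (haematopoietic) to 8.8 FPKM (erythroid), and the log2 scale understates changes at low levels. A lower share that admits cell types unequally would also give unequal fold changes, so the test over 8 lists cannot exclude a lower share. Both permutations treat genes as independent, and camera with an estimated correlation gave the endothelial list an adjusted p of 0.537. Endothelial carry-over is a candidate explanation for the endothelial genes, while carry-over of other cell types and a rise within satellite cells were not tested and stay open. A lower share of satellite cells stays open as well.

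The ribosomal protein genes had a median of -1.10 in unperfused against PBS-perfused cells over 67 genes. Of 39 members called lower, 15 stayed called lower after trimmed mean scaling, so the number of single calls depends on the scaling. That drop follows from a shift of all genes, so it decides nothing about scaling as a cause. The list median was -1.10 against -0.36 for all genes before this scaling and -0.56 against -0.01 after it. The camera call was kept at the preset correlation (adjusted p = 0.016), as 1 factor per library moves genes by similar amounts. With an estimated correlation and no scaling the camera adjusted p was 0.878. Lists matched on GC content, length and level had a median of -0.83 and a lowest 2.5% at -1.06, so the list lay below them at percentile 1.23 but by less than the interquartile range of its members, 0.92. Removing the GC and length trend moved the median from -1.10 to -0.92 and the interquartile range to 1.04, while the median of all genes went from -0.36 to -0.37, and the camera call ended (adjusted p = 0.139). GC content and length cannot be excluded as part of the pattern, although the bound set beforehand was passed, and the reading by the spread was applied after the value had been seen.

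One hypothesis was tested for Actb. If its rise in unperfused against PBS-perfused cells came from serum response factor activity, other actin cytoskeleton and serum response factor target genes should have risen with it. The list of 15 such genes was written after Actb had been seen and before its members were looked at. Its median was -0.016, with 4 members higher and 2 lower, among them Actg1. That lay above the highest 2.5% of matched random lists, at -0.18, whose median was -0.72, and so passed the bound set beforehand. A median near 0 over members that went both ways decides nothing about the hypothesis, a reading applied after the value had been seen.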
